# Wnt/β-catenin and LIF–Stat3 signaling pathways converge on Sp5 to promote mouse embryonic stem cell self-renewal

**DOI:** 10.1242/jcs.177675

**Published:** 2016-01-15

**Authors:** Shoudong Ye, Dongming Zhang, Fei Cheng, Daniel Wilson, Jeffrey Mackay, Kan He, Qian Ban, Feng Lv, Saifei Huang, Dahai Liu, Qi-Long Ying

**Keywords:** Embryonic stem cell, Self-renewal, β-catenin, Stat3, Sp5

## Abstract

Activation of leukemia inhibitor factor (LIF)–Stat3 or Wnt/β-catenin signaling promotes mouse embryonic stem cell (mESC) self-renewal. A myriad of downstream targets have been identified in the individual signal pathways, but their common targets remain largely elusive. In this study, we found that the LIF–Stat3 and Wnt/β-catenin signaling pathways converge on Sp5 to promote mESC self-renewal. Forced *Sp5* expression can reproduce partial effects of Wnt/β-catenin signaling but mimics most features of LIF–Stat3 signaling to maintain undifferentiated mESCs. Moreover, Sp5 is able to convert mouse epiblast stem cells into a naïve pluripotent state. Thus, Sp5 is an important component of the regulatory network governing mESC naïve pluripotency.

## Abstract (precis)

**Summary:** This study reveals a new function of Sp5 in mouse embryonic stem cell (ESC) self-renewal mediated by CHIR99021 and LIF, and reprogramming of EpiSCs into naїve ESCs.

## INTRODUCTION

Mouse embryonic stem cells (mESCs) are pluripotent cell lines derived from pre-implantation embryos (Evans and Kaufman, 1981; Martin, 1981). They can be expanded in serum-containing medium with LIF, or serum-free N2B27 medium with 2i (hereafter N2B27/2i, see below) *in vitro* while retaining the capacity for multilineage differentiation (Smith, 2001; Williams et al., 1988; Ying et al., 2008). LIF binds to the LIF-receptor–gp130 heterodimer (gp130 is also known as IL6ST), leading to phosphorylation of Stat3 by JAK. Activated Stat3 then translocates into the nucleus and binds DNA (Niwa et al., 1998). Stat3 plays a key role in LIF-mediated mESC self-renewal. A chimeric Stat3 protein fused with the ligand-binding domain of the estrogen receptor (Stat3ER) maintains mESCs in an undifferentiated state in the presence of the synthetic ligand 4-hydroxytamoxifen (4-HT or 4-OHT) without LIF (Matsuda et al., 1999). By contrast, overexpressing a dominant-negative mutant of Stat3 in mESCs blocks LIF-induced activation of endogenous Stat3 and causes differentiation (Niwa et al., 1998). Furthermore, LIF fails to maintain *Stat3*-null mESC self-renewal (Ying et al., 2008). Many Stat3 targets have been identified recently, such as *Klf4*, *Gbx2*, *Pim1*, *Pim3*, *Pramel7*, *Myc* and *Tfcp2l1* (Cartwright et al., 2005; Casanova et al., 2011; Hall et al., 2009; Martello et al., 2013; Tai and Ying, 2013; Ye et al., 2013). When overexpressed, these genes can bypass the LIF requirement for mESC maintenance. However, knockdown of any single gene does not abolish the self-renewal-promoting effect of LIF–Stat3 signaling, suggesting that LIF–Stat3 signaling triggers multiple downstream targets to promote mESC self-renewal.

2i contains two small molecules: CHIR99021 (CHIR) and PD0325901 (PD03), which inhibit glycogen synthase kinase 3 (GSK3) and mitogen-activated protein kinase (MAPK) kinases (MEK proteins), respectively (Huang et al., 2015; Ye et al., 2014; Ying et al., 2008). Inhibiting GSK3 results in the activation of the Wnt/β-catenin signaling pathway. Once in the nucleus, β-catenin liberates many Tcf3-repressed pluripotency genes (Wray et al., 2011), such as *Esrrb*, *Nr0b1*, *Tfcp2l1* and *Nanog* (Martello et al., 2012). It is noteworthy that 2i can sustain *Stat3*-null mESC self-renewal (Ying et al., 2008), whereas the identity of β-catenin-null mESCs can be maintained in medium containing LIF and PD03 (Lyashenko et al., 2011). Taken together, these results suggest CHIR and LIF might share common or cross-compensatory downstream targets in promoting mESC self-renewal. Here, we identified Sp5 as one of common targets of CHIR and LIF, and revealed its new function in promoting mESC self-renewal and reprogramming.

## RESULTS AND DISCUSSION

### Identification of downstream targets of CHIR and LIF in mESCs

To screen the possible shared targets of the Wnt/β-catenin and LIF–Stat3 signaling pathways, we performed a DNA microarray analysis in mESCs treated with or without CHIR (GEO Number: GSE50393). 

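The array experiment compared mESCs grown in serum-containing medium with LIF, the cytokine that activates Stat3, with mESCs given LIF plus CHIR, an inhibitor of GSK3 that activates Wnt/β-catenin signaling. The sample labels give 12 h of treatment and 1 replicate for each condition, so 2 arrays were compared, 1 per condition. The labels describe the arrayed cells as B6 mESCs, whereas Fig. 1A names 46C ESCs, a mESC line used elsewhere in the study. The paper's text gives neither the concentration of CHIR nor the duration of its treatment for the array. Biotin-labelled material made from total RNA was hybridized to an Illumina mouse beadchip, on which beads carrying gene-specific probes report RNA abundance as brightness (signal intensity) and negative control beads measure the background. The authors deposited a signal intensity and a detection p-value for each of 30774 gene identifiers on each array, together with a shorter table of the 11702 identifiers with a detection p-value under 0.05 on at least 1 array. The values of these 11702 were identical in both tables, although only the shorter table is described as normalized. Signals were already background-subtracted, with 11742 identifiers below 0 in LIF and 11741 in LIF plus CHIR. Their distributions were also nearly equal between the arrays. The median signal was 10.5 in LIF and 10.4 in LIF plus CHIR, and the 95th percentile was 3093 and 3077. The normalization method is not stated, and no signals from before it were used here. At a detection p-value under 0.01, 9021 identifiers were detected in LIF and 9174 in LIF plus CHIR. Fold changes were taken as the ratio of the deposited signals, for identifiers detected on at least 1 array. A signal below the lowest detected signal of its array (15.1 in LIF, 14.8 in LIF plus CHIR) was raised to that value, so that the value of a gene detected on only 1 array can depend on the minimum chosen. This minimum lies below the lowest detected signal of identifiers that appear to have 1 probe (51.9 in LIF, 47.1 in LIF plus CHIR). The number of arrays limits the precision: the spread between cultures was not measured, no difference has a replicate check, and no p-value for a difference was computed.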

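Of 9597 genes detected on at least 1 array, 395 had a signal at least 1.5-fold higher in LIF plus CHIR than in LIF, and 387 had a signal at least 1.5-fold lower. Among these, 192 of the higher and 160 of the lower genes were detected on only 1 of the arrays, so that the size of their change is not measured. For 4 of the 192 and 2 of the 160 the undetected array was the brighter one. At a limit of 2-fold, 129 genes were higher and 85 were lower. The share of identifiers passing the 1.5-fold limit was higher among dim ones. Where the brighter of the 2 signals was under 100, 190 identifiers were higher and 188 lower, or 20.7% of the 1825 in that range. Where it was 1000 or more, 39 were higher and 33 lower, or 2.20% of 3269. The median log2 fold change over all identifiers was 0.00. The count was sensitive to the background correction: 55 genes were higher and 49 lower after normexp correction fitted to the detection p-values of all identifiers, whose fitted background SD on the LIF plus CHIR array (585.8) was far above that from identifiers with 1 probe (15.4). Fitted on the latter, an alternative chosen after seeing the data, it gave 273 higher and 257 lower. The fit on all identifiers took in those that appear to have several probes, whose detection p-values appear to be combined. Its counts may therefore reflect that fit more than the background.

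**Figure D1:**
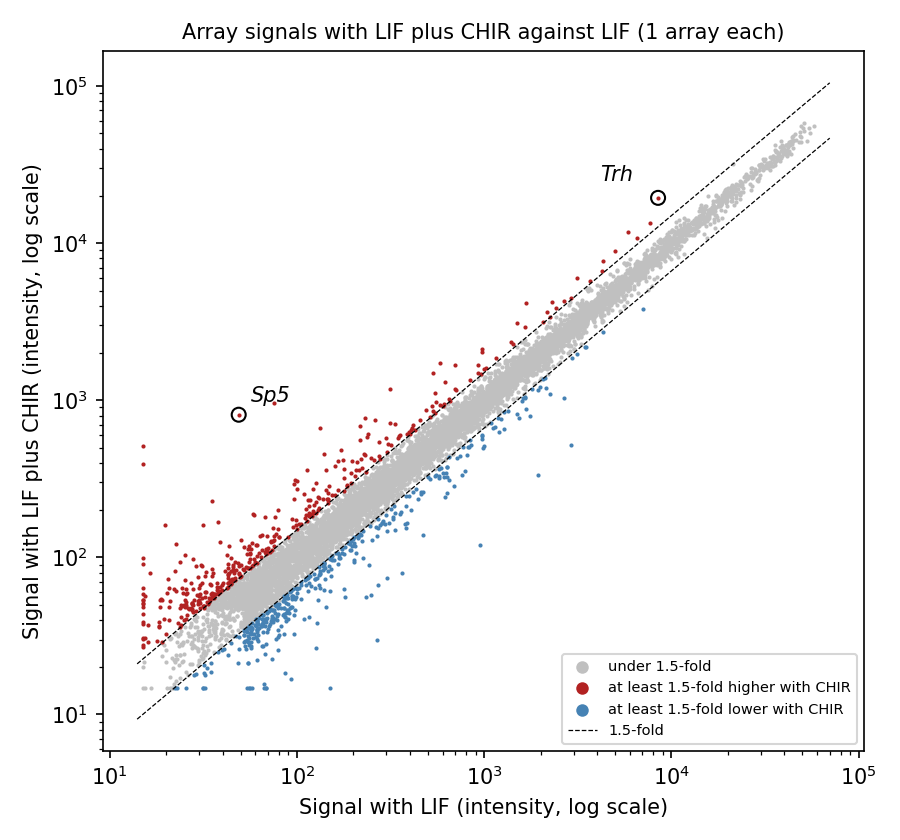
Signal intensity of each detected identifier in LIF (x axis) and in LIF plus CHIR (y axis), both on log scales, with 1 array per condition and with signals below the lowest detected signal of an array drawn at that value. Dashed lines mark 1.5-fold, colours mark identifiers at or beyond it, and circles mark Sp5 and Trh.

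**Figure D2:**
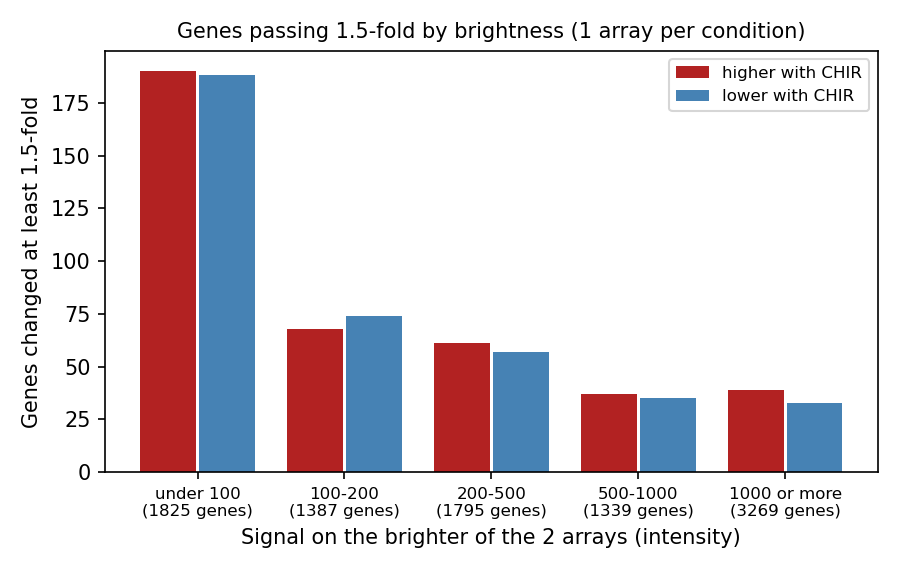
Number of identifiers at least 1.5-fold higher (red) or lower (blue) in LIF plus CHIR than in LIF, by the signal intensity on the brighter array (x axis), with 1 array per condition. Bars for higher and lower genes are close in each range, 190 and 188 under a signal of 100 and 39 and 33 from 1000 upward.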

We then looked for genes that were upregulated by 1.5 times or greater by CHIR treatment or by Stat3 stimulation (Bourillot et al., 2009). 

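Trh (Entrez gene 22044), which the array annotation places on chromosome 6 in band 6qD1, was bright on both arrays, with a signal of 19446 in LIF plus CHIR and 8479 in LIF. This is a 2.29-fold higher signal (log2 fold change 1.20). Sp5 (Entrez gene 64406) lies on chromosome 2 in band 2qC2. Its signal was 809.5 in LIF plus CHIR and 48.8 in LIF. Its detection p-value in LIF was 0.015, so Sp5 was not detected there at 0.01. The ratio of the signals was 16.6 (log2 fold change 4.05). The lowest detected signal of identifiers with 1 probe in LIF was 51.9, a limit chosen after seeing the data. Against it, the ratio for Sp5 was 15.6 (log2 3.96). This is not a lower limit, since normexp correction gave smaller values. Normexp correction fitted on all identifiers, with its far larger background SD, moved Sp5 most, to a log2 fold change of 0.75. It gave 1.27 for Trh. Fitted on identifiers with 1 probe, it gave 3.68 for Sp5 and 1.19 for Trh. Each gene was measured by 1 entry on each array, so neither value has a repeat. The genes raised by Stat3 stimulation come from a published data set that was not analysed here. The paper set the genes raised by CHIR beside that set and took those present in both as candidates for shared targets of the pathways.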

From this comparison, two common targets emerged: *Trh* and *Sp5* (Fig. 1A). Trh, or thyrotropin-releasing hormone, is a secretory protein. Sp5 (trans-acting transcription factor 5) belongs to the Sp1 transcription factor family (el-Baradi and Pieler, 1991; Wimmer et al., 1993) and harbors three zinc fingers that are similar to those found in members of the KLF gene family (Suske et al., 2005; Treichel et al., 2001). KLF family members, such as Klf2, Klf4 and Klf5, play an important role in maintaining mESC self-renewal (Ema et al., 2008; Hall et al., 2009; Jiang et al., 2008; Qiu et al., 2015). We thus chose *Sp5* as our candidate gene. Quantitative real-time PCR (qRT-PCR) was used to confirm that both CHIR and LIF treatments could induce the expression of *Sp5* (Fig. 1B). *Socs3*, a direct target of LIF–Stat3 signaling, was used as a positive control and showed substantial induction upon LIF stimulation (Fig. 1B) (Niwa et al., 2009).

**Fig. 1.**
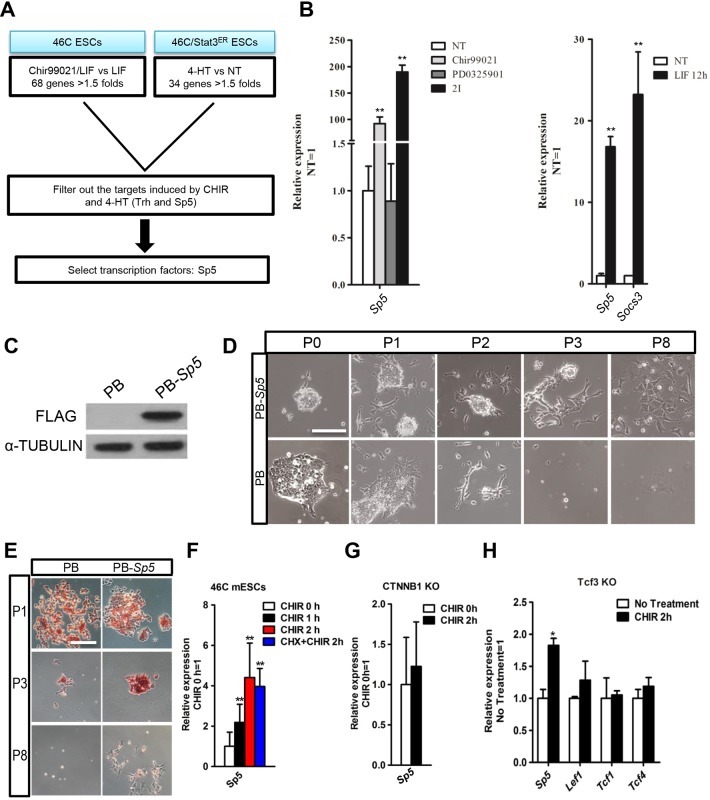
**Overexpressing *Sp5* partially mimics the effect of CHIR in medium with 2i.** (A) Flow chart showing the method used to identify candidate genes downstream of CHIR and Stat3. (B) qRT-PCR analysis of *Socs3* and *Sp5* expression induced by CHIR, PD03 and 2i (left), or LIF (right) for 12 h. Data represent mean±s.d. of three biological replicates. **P<0.01 versus NT. NT, no treatment. (C) FLAG-tagged *Sp5* was introduced into 46C mESCs and the protein level of FLAG-tagged SP5 was determined by western blotting. α-tubulin is used as a loading control. (D,E) Alkaline phosphatase staining images of PB-*Sp5* mESCs cultured in N2B27 medium with PD03 for the indicated number of passages (P). Scale bars: 100 μm. (F–H) qRT-PCR analysis of the indicated gene expression after treatment with CHIR for the indicated time in 46C mESCs, *CTNNB1*-KO (β-catenin knockout) and *Tcf3*-KO mESCs. CHX, cycloheximide treatment. Data represent mean±s.d. of three biological replicates. **P<0.01 versus 0 h CHIR.

### Overexpression of *Sp5* promotes mESC self-renewal in the absence of CHIR

We then investigated the function of Sp5 in CHIR- and LIF-mediated self-renewal in mESCs. We generated an mESC line that overexpressed FLAG-tagged *Sp5* using a PiggyBac vector (PB-*Sp5*) in which *Sp5* expression was efficiently enhanced (Fig. 1C). Empty vector (PB) and PB-*Sp5* mESCs grew robustly in N2B27/2i, and in serum-containing medium with LIF. We then withdrew CHIR to test the ability of Sp5 to replace the function of CHIR in N2B27/2i. Before passaging, PB-*Sp5* mESCs maintained an undifferentiated state, whereas cells containing only PB began to die (Fig. 1D,E). Moreover, PB-*Sp5* mESCs could be split for three more passages, but then also collapsed and lost alkaline phosphatase activity (Fig. 1D,E). Therefore, overexpressing *Sp5* supports short-term mESC self-renewal when combined with PD03, indicating that Sp5 partially reproduces the effect of CHIR in 2i.

Sp5 is known to be a downstream target of the Wnt/β-catenin signaling pathway during vertebrate development and in cancer cells (Hoverter et al., 2012; Waaler et al., 2011; Weidinger et al., 2005). To determine whether *Sp5* is regulated through the Wnt/β-catenin signaling pathway in mESCs, we examined the expression of *Sp5* in 46C ESCs after CHIR treatment for 2 h. *Sp5* exhibited signiﬁcantly increased expression in response to CHIR, even in the presence of the protein synthesis inhibitor cycloheximide (Fig. 1F). Furthermore, CHIR failed to induce *Sp5* expression in β-catenin-null ESCs (Fig. 1G), indicating that *Sp5* is a direct target of β-catenin in mESCs. Notably, CHIR upregulated *Sp5* in the absence of *Tcf3* without a change in the expression of other members of the Tcf family, including *Lef1*, *Tcf1* and *Tcf4* (Fig. 1H), indicating that β-catenin can induce *Sp5* expression through interaction with Tcf factors but not Tcf3.

### Overexpression of *Sp5* maintains mESC self-renewal in the absence of LIF

To determine the role of Sp5 in LIF–Stat3 signaling, we performed experiments in serum-containing medium without LIF. Surprisingly, PB-*Sp5* mESCs could be continually passaged while retaining typical ESC morphology, positive alkaline phosphatase activity and high expression levels of the pluripotency markers OCT4, NANOG and KLF4, whereas empty vector (PB) control cells differentiated (Fig. 2A,B; Fig. S1A–C). The results were validated in OCRG9 mESCs harboring an Oct4–GFP pluripotency reporter (Fig. S1D,E). We then tried culturing PB and PB-*Sp*5 46C ESCs in N2B27 medium with BMP4, which maintains mESC self-renewal when combined with LIF (Ying et al., 2003). Similarly, PB-*Sp5* mESCs maintained an undifferentiated state, whereas PB cells differentiated rapidly (Fig. 2C,D). We found that overexpression of *Sp5* led to an upregulation in the level of *Nanog*, whereas it repressed the expression of the differentiation markers *Gata4* and *Gata6*. Both of these markers are typically suppressed by *Nanog* in mESCs (Fig. 2E) (Chambers et al., 2003). These collective results suggest that elevated expression of *Sp5* recapitulates the self-renewal-promoting effect of the LIF–Stat3 signaling pathway, probably through induction of *Nanog* expression.

**Fig. 2.**
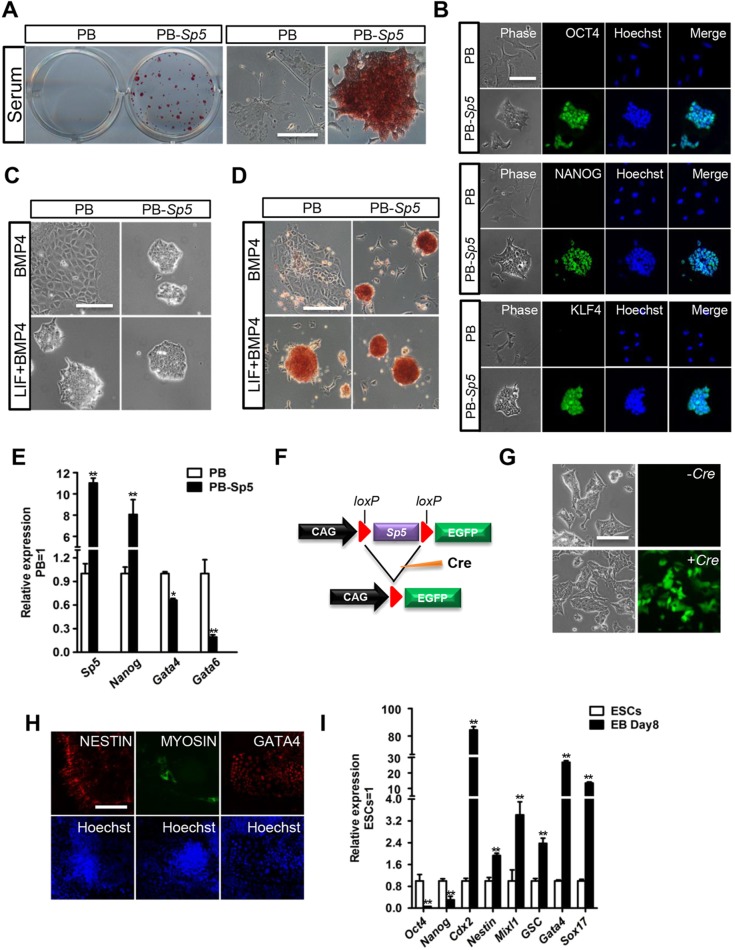
**Forced *Sp5* expression promotes mESC self-renewal without LIF addition.** (A) Alkaline phosphatase staining of PB and PB-*Sp5* mESCs cultured in serum for five passages. Scale bar: 100 μm. (B) Immunofluorescence staining of PB and PB-*Sp5* mESCs cultured in medium with serum for five passages. Scale bar: 100 μm. Hoechst, Hoechst 33342. (C,D) Phase contrast (C) and alkaline phosphatase staining (D) images of PB and PB-*Sp5* mESCs cultured in N2B27 medium with BMP4 in the absence or presence of LIF for 8 days. Scale bars: 100 μm. (E) qRT-PCR analysis of *Sp5*, *Nanog*, *Gata4* and *Gata6* expression in PB and PB-*Sp5* 46C ESCs cultured in medium with LIF and serum. Data represent mean±s.d. of three biological replicates. *P<0.05, **P<0.01 versus PB. (F) Diagram showing the Cre-excisable construct used for *Sp5* overexpression. (G) Phase contrast and GFP images of loxP-*Sp5* mESCs after transfection with or without the *Cre* expression plasmid. ESCs were cultured in medium with LIF and serum. Scale bar: 100 μm. (H) Immunofluorescence staining for the neural marker nestin, the cardiomyocyte marker myosin, and the primitive endoderm marker GATA4 in differentiated cells derived from loxP-*Sp5* mESCs in which the *Sp5* transgene has been removed by Cre. Hoechst 33342 was used for nuclear staining. Scale bar: 100 μm. (I) qRT-PCR analysis of the indicated gene expression in ESCs and embryoid bodies (EB) derived from cells with an excised *Sp5* transgene. Pluripotency genes, *Oct4* and *Nanog*; trophoblast marker, *Cdx2*; ectoderm marker, nestin; mesoderm markers, *Mixl1* and *Gsc*; endoderm makers, *Gata4* and *Sox17*. *P<0.05, **P<0.01 versus ESCs.

To examine whether mESCs maintained by *Sp5* overexpression retain pluripotency, we used a *loxP*-based excisable vector to overexpress *Sp5*. After expansion in the absence of LIF for five passages, the ﬂoxed-*Sp5* mESCs were transiently transfected with a *Cre* expression vector to excise the floxed *Sp5* transgene (Fig. 2F). After the excision of *Sp5* transgene, the *GFP* transgene was activated, and their maintenance became dependent on LIF (Fig. 2G). The revertant cells maintained the ability to differentiate into cells from the three germ layers after forming embryoid bodies (Fig. 2H,I), suggesting that Sp5 overexpressing ESCs retain their pluripotency.

### Overexpressing *Sp5* sustains *Stat3*-null ESCs in an undifferentiated state

To determine whether Stat3 is dispensable for *Sp5*-promoted mESC self-renewal, we overexpressed *Sp5* in *Stat3*-null mESCs and cultured them in serum-containing medium without LIF. These transfectants remained undifferentiated, whereas *Stat3*-null mESCs transfected with an empty vector died or differentiated after two passages (Fig. S2). These results suggest that the self-renewal-promoting effect of Sp5 is independent of Stat3.

### *Sp5* is a direct downstream target of the LIF–Stat3 signaling pathway

LIF mainly activates three intracellular signaling pathways: the JAK–Stat3, PI3K–AKT and MAPK pathways (Hirai et al., 2011). To examine whether Sp5 is a direct target of LIF–Stat3 pathway, we tested the responsiveness of *Sp5* to the activation of Stat3. LIF stimulation for 1 h in 46C mESCs led to an accumulation of phosphorylated STAT3 and acute transcript induction of *Socs3* and *Sp5* (Fig. 3A,B). However, their expression was suppressed by JAK inhibitor (Fig. 3A). This phenomenon was also observed in the presence of the protein synthesis inhibitor cycloheximide (Fig. 3A,B). A similar expression pattern of *Sp5* induction was observed in GY118F and Stat3ER transfectants (Fig. 3C–F). GY118F is a mutated chimeric receptor and only triggers JAK–Stat3 signaling in the presence of granulocyte colony stimulating factor (GCSF) (Burdon et al., 1999). Stat3ER stimulates Stat3 direct targets by translocating into the nucleus in the presence of 4-HT. This process occurs independently of endogenous STAT3, MAPK and AKT (Bourillot et al., 2009; Matsuda et al., 1999). Collectively, these data indicate that Sp5 is a direct target of the LIF–Stat3 signaling pathway. However, knockdown of *Sp5* did not impair the self-renewal-promoting effect of LIF–Stat3 signaling (Fig. S3A,B). Interestingly, downregulation of *Sp5* significantly induced *Pim1* (a Stat3 direct target) expression (Fig. S3A) (Martello et al., 2013), suggesting that the self-renewal-promoting function of Sp5 is redundant with other Stat3 targets in mESCs.

**Fig. 3.**
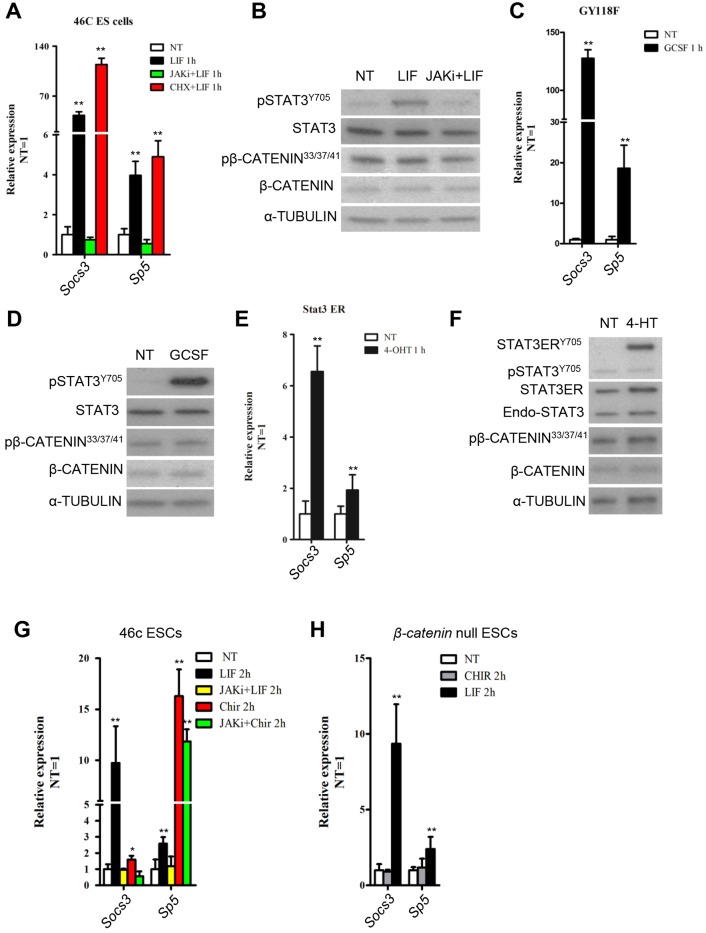
***Sp5* is a direct target of Stat3.** (A) qRT-PCR analysis of *Socs3* and *Sp5* expression levels in 46C mESCs deprived of LIF overnight and stimulated with LIF for 1 h in the presence or absence of JAK inhibitor I (JAKi) or cycloheximide (CHX, 50 mg/ml). Data represent mean±s.d. of three biological replicates. **P<0.01 vesus 46C NT. NT, no treatment. (B,C) qRT-PCR analysis of *Socs3* and *Sp5* in GY118F and Stat3ER transfectants deprived of LIF overnight and stimulated with GCSF or 4-HT for 1 h. Data represent mean±s.d. of three biological replicates. **P<0.01 versus NT. (D–F) Western blot analysis of total and phosphorylated Stat3 and β-catenin in wild type, and GY118F- and Stat3ER-transfected mESCs. p, phosphorylated protein. (G,H) qRT-PCR analysis of *Socs3* and *Sp5* in β-catenin-null or 46C mESCs treated with LIF or CHIR for 2 h in the presence or absence of JAK inhibitor I. Data represent mean±s.d. of three biological replicates. *P<0.05, **P<0.01 versus NT.

### LIF and CHIR upregulates *Sp5* expression independently

Given that Sp5 is also a direct target of the Wnt/β-catenin signaling pathway (Dunty et al., 2014; Weidinger et al., 2005), we next wanted to examine whether LIF and CHIR depended on each other to exert their own upregulating effect. CHIR strongly induced *Sp5* expression in 46C mESCs in the presence of JAK inhibitor whereas LIF failed (Fig. 3G). By contrast, LIF stimulated *Sp5* expression in the absence of β-catenin, whereas CHIR-mediated induction of *Sp5* was dependent on β-catenin (Fig. 3H), indicating that LIF and CHIR induce *Sp5* transcription independently of one another.

### *Sp5* is able to reprogram EpiSCs to a naïve state

Another distinguishing feature of LIF–Stat3 signaling is its ability to convert mouse epiblast stem cells (EpiSCs) into cells with a naïve state of pluripotency (van Oosten et al., 2012; Yang et al., 2010). Mouse EpiSCs are isolated from epiblasts of post-implantation mouse embryos and share many features with human ESCs (Brons et al., 2007; Tesar et al., 2007). *Stat3* and its multiple targets are expressed highly in mESCs, but are downregulated in EpiSCs. Importantly, their overexpression is sufficient to reprogram EpiSC into the mESC state (Guo et al., 2009; Tai and Ying, 2013; Yang et al., 2010). To test the role of Sp5 in EpiSC reprogramming, we first differentiated 46C mESCs into EpiSCs (Fig. 4A), but observed no obvious change in *Sp5* expression (Fig. 4B). We then engineered 46C EpiSCs to overexpress *Sp5* (Fig. 4C) and cultured 10^6^ transfectants in medium containing LIF, serum and 2i. After 12 days, five ESC-like colonies emerged, whereas empty vector transfectants died or differentiated (Fig. 4D). We then picked two colonies and these colonies continuously expanded in medium containing serum and LIF. They expressed high levels of the naïve pluripotency markers *Nanog*, *Stella*, *Nrob1*, *Klf2* and *Rex1*, but low levels of the EpiSC-specific markers *Fgf5* and *Sox17* (Fig. 4E). We confirmed this experiment in E3 EpiSCs carrying an Oct4–GFP pluripotency reporter (Greber et al., 2010). The *Sp5*-reprogrammed stem cells were expanded in medium containing serum and LIF over multiple passages, showing undifferentiated morphology and stable expression of the Oct4–GFP reporter (Fig. S4A,B). These results imply that forced expression of *Sp5* is capable of converting EpiSCs into a naïve pluripotent state.

**Fig. 4.**
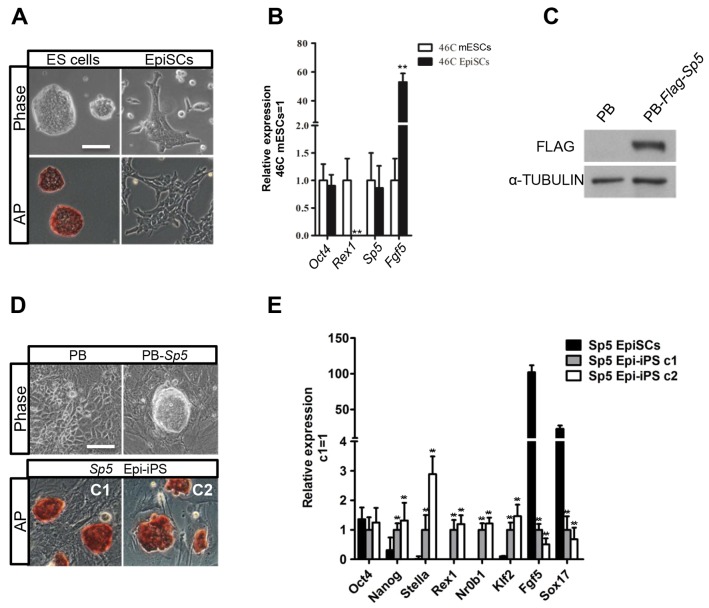
**Forced expression of *Sp5* promotes EpiSC reprogramming to naïve pluripotency.** (A) Phase contrast and alkaline phosphatase (AP) staining images of 46C mESCs and 46C mESC-derived EpiSCs. Scale bar: 100 μm. (B) qRT-PCR analysis of expression patterns of *Sp5*, *Oct4*, *Rex1* and *Fgf5* in 46C mESCs and EpiSCs. Data represent mean±s.d. of three biological replicates. **P<0.01 versus 46C mESCs. (C) Western blot analysis for Sp5 in 46C EpiSCs transfected with vector expressing FLAG-tagged *Sp5*. (D) Phase contrast and alkaline phosphatase staining images of *Sp5* EpiSC transfectants and *Sp5* EpiSC transfectant-derived induced pluripotent stem cells (iPSCs). Scale bar: 100 μm. (E) qRT-PCR analysis of *Oct4*, *Nanog*, *Stella*, *Nr0b1*, *Klf2*, *Rex1*, *Fgf5* and *Sox17* expression in *Sp5* EpiSCs and two *Sp5* Epi-iPS colonies. Data represent mean±s.d. of three biological replicates. **P<0.01 versus *Sp5* EpiSCs. C1 and C2 are the individual colonies of ESC-like cell. Epi-iPS, EpiSC-derived iPSCs.

### Conclusions

CHIR and LIF have redundant function in mESC maintenance. We demonstrate that Sp5 is a convergent target of the Wnt/β-catenin and LIF–Stat3 signaling pathways. In support of this, we present evidence that *Sp5* recapitulates features of Wnt/β-catenin and LIF–Stat3 signaling in promoting mESC self-renewal. Furthermore, overexpression of *Sp5* is able to overcome the differentiation cues to convert EpiSCs into cells with naïve pluripotency. Our study therefore reveals a new function of Sp5 in mESC self-renewal, which is mediated by CHIR and LIF, and reprogramming of EpiSCs into naïve ESCs. In the future, understanding how Sp5 cooperates with other downstream targets of β-catenin and Stat3 to maintain the pluripotent ESC state might facilitate the development of new culture conditions for the derivation of authentic ESCs from various species.

## MATERIALS AND METHODS

### Cell culture

46C mESCs, kindly provided by Austin Smith (Wellcome Trust-Medical Research Council Cambridge Stem Cell Institute, University of Cambridge, UK), were cultured on 0.1% gelatin-coated dishes. mESC medium contains Glasgow's minimum essential medium (GMEM; Sigma), 10% fetal calf serum (FCS; HyClone), 1% MEM nonessential amino acids (Invitrogen), 2 mM GlutaMax (Invitrogen), 0.1 mM β-mercaptoethanol (Invitrogen) and 100 units/ml LIF (prepared in-house). For serum-free culture, mESCs were maintained in N2B27 supplemented with 3 µM CHIR99021 and 1 µM PD0325901 (Sigma), or supplemented with 100 units/ml LIF and 10 ng/ml BMP4 (Peprotech).

### Plasmid construction and cell transfection

The coding region of *Sp5* was inserted into a PiggyBac vector and transduced into cells combined with 2 µg transposase using LTX (Invitrogen). Selection was continued for 1 week by adding 2 µg/ml puromycin. The short hairpin RNA (shRNA) plasmids were generated according to the Addgene PLKO.1 protocol. The target-specific sequence for *Sp5* is 5′-GGATTCAAAGGATTTGCTTTC-3′.

### Alkaline phosphatase activity assay and qRT-PCR

The alkaline phosphatase activity assay and qRT-PCR analyses were performed according to our previous report (Ye et al., 2013). The primers used for the qRT-PCR analyses are listed in Table S1.

### Western blotting

Western blotting was performed according to a standard protocol. The primary antibodies used for probing were against α-tubulin (32-2500, Invitrogen; 1:2000), phosphorylated Stat3^Y705^ (9131S, Cell Signaling Technology; 1:1000), Stat3 (610190, BD Biosciences; 1:1000), phosphorylated β-Catenin^Ser33/Ser37/Thr41^ (9561S, Cell Signaling Technology; 1:1000) and β-catenin (610153, BD Biosciences; 1:1000).

### Immunofluorescence staining

Immunostaining was performed with standard protocols. Primary antibodies used were against Oct4 (sc-5279, Santa Cruz Biotechnology; 1:200), Nanog (AF2729, R&D; 1:100), Klf4 (AF3158, R&D; 1:100), nestin (2Q178, Santa Cruz Biotechnology, 1:100), GATA4 (G4, Santa Cruz Biotechnology, 1:100) and myosin (MF-20, Developmental Studies Hybridoma Bank, 1:50).

### mEpiSC derivation and reprogramming

For ESC-to-EpiSC differentiation, 5000 46C mESCs were plated into 0.1% gelatin-coated plates and cultured in serum medium supplemented with activin A (10 ng/ml, Peprotech), bFGF (10 ng/ml, Peprotech) and JW55 (20 µm, Tocris). Cells were used after 10 passages. For reprogramming, 10^6^ transfectants were seeded onto a 3.5-cm dish and cultured in mESC medium supplemented with LIF and 2i. The number of alkaline-phosphatase-positive clones was counted under a microscope. ESC-like clones were picked and subsequently expanded in medium containing LIF and serum.

### Accession numbers

Data and details of the method for the DNA microarray analysis are available in the Gene Expression Omnibus under accession number GSE50393.

### Statistical analysis

All data are reported as the mean±s.d. A Student's *t*-test was used to determine the significance of differences in comparisons. Values of *P*<0.05 were considered as statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

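RNA of mESCs in LIF and in LIF plus CHIR was measured on Illumina mouse beadchips, with 1 array per condition. Samples were assigned to the conditions from their labels. Labels and paper match on the treatments and differ on the cell line (B6 in the labels, 46C in Fig. 1A).

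The authors deposited signal intensity on a linear scale, summarised to 1 value per gene identifier and array, after background subtraction and, judging from the nearly equal distributions, after normalization between the arrays. At 6 percentiles from the 60th to the 99th, the arrays differed by 0.0440% to 1.40%. The software and the method are not stated. Standard errors and numbers of beads are not in the tables used here. The authors also deposited a detection p-value for each signal, which compares it with the negative control beads. For 23355 identifiers the p-values on both arrays were multiples of 1 over 936, taken as the number of negative controls, and these identifiers were treated as measured by 1 probe. The other 7419 were treated as measured by several probes, with combined p-values. Both tables were read, and 0 of the shared values differed between them. No column of sample values was left unused. Identifiers that spreadsheet software had changed into dates (22) or powers of 10 (6) were kept as they are and not named.

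From these values, log2 fold changes of LIF plus CHIR over LIF were computed with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plotted with matplotlib 3.10.9. An identifier entered with a detection p-value under 0.01 on at least 1 array, and signals below the lowest detected signal of an array were raised to it. Identifiers sharing an Entrez gene number counted as 1 gene, which passed if any of them passed the limit of 1.5-fold. The design set before the data were examined was used as written, with the deposited signals as main values. The rule for named genes, set at the same time, was every gene the paper names and the 10 with the largest rise and the 10 with the largest fall. Genes named for another reason were picked from gene lists or after their values were seen, and the text says so.

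For gene lists, the median log2 fold change was placed among 10000 random lists of the same size, drawn from 20 bins of mean signal. This describes these arrays and is not a test across samples. The lists were Wnt/β-catenin feedback targets, Stat3 targets and Tcf3-repressed genes that the paper lists, primitive streak genes, naive pluripotency genes, the Sp and Klf family, and fibroblast genes. A list of post-implantation epiblast genes was written after the data were examined. A list needed at least 3 detected genes. Of the list entries, 124 were matched to the array by Entrez gene number through the RefSeq gene table of assembly GRCm38.p6, and 19 by symbol. No coordinates were taken from that table, because the files name no genome build.

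The calculation was tested on simulated arrays of 9615 identifiers. Of 200 identifiers changed 3-fold, 98% passed the 1.5-fold limit in the right direction. In 20 simulations without any change, between 223 and 275 genes passed as higher and between 215 and 284 as lower. Their spread was taken from the middle of the observed fold changes at each brightness, so that it can include real change. Error was drawn from a normal distribution, so longer tails in the real error are not represented.

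Alternatives were quantile normalization, normexp background correction from the detection p-values with an offset of 16 (limma 3.58.1 in R 4.3.3), scaling to equal medians, the longer table as deposited, a detection p-value under 0.05, detection on both arrays, no minimum signal, other rules for genes with several identifiers, and a limit of 2-fold. After the data were examined, a detection rule based on signal, normexp correction fitted on identifiers with 1 probe, and plain ratios in the shorter table were added. A filter on bead standard errors could not be run. With 1 array per condition, no p-value for a difference was computed. The Stat3-stimulation genes, the quantitative PCR and the other experiments of the paper were not analysed here.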

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

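The tests of background noise, exchanged labels, culture differences, within-array percentiles and collagen signals were chosen after the results were seen. The paper discusses Sp5 and Trh from the arrays. Of the 10 genes with the largest rise in LIF plus CHIR, 9 are genes the paper does not name, each detected with CHIR above the negative controls. Their log2 fold changes were 5.08 for Krt23, 4.71 for T, 3.68 for Cdx1, 3.03 for Gad1, 2.72 for Rerg, 2.70 for Nt5e, 2.59 for BC018465, 2.44 for Dnahc8 and 2.36 for Bhmt2. Cdx1 was detected on both arrays, with signals of 963.2 and 75.2. The other genes were not detected in LIF, and their values have no order among themselves. Krt23, T, Rerg and BC018465 lay below the minimum signal of that array (15.1) and were set against it, whereas Gad1, Nt5e, Dnahc8 and Bhmt2 were set against their own signal. A higher minimum of 51.9, the lowest detected signal of identifiers with 1 probe, was an alternative added after seeing the data. Against it, the values were 3.30 for Krt23, 2.93 for T, 1.64 for Gad1 and 0.94 for Rerg. They were 2.14 for Nt5e, 0.81 for BC018465, 1.23 for Dnahc8 and 1.64 for Bhmt2. These are not lower limits, as the planned normexp correction gave smaller values. Krt23 had a signal of 512.1 in LIF plus CHIR and 10.6 in LIF, and T had 394.5 and 8.05.

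Background noise was weighed first. The lowest signal above all negative controls was 70.7 on the LIF plus CHIR array. For 6 of these genes (Krt23, T, Cdx1, Gad1, Nt5e and Bhmt2) the signal with CHIR was over 2 times that value. For Krt23, T, Cdx1 and Bhmt2 this argues against background noise. That value comes from identifiers with 1 probe, whereas Gad1 and Nt5e appear to have several. Their detection p-values with CHIR were 0.0036 and 0.0033, so for Gad1 and Nt5e the comparison cannot decide. For the other 3 (Rerg, BC018465 and Dnahc8) the signals were 99.8, 91.1 and 122.1, and background noise cannot be told apart from a change, since they lie close to the controls and have no repeat. Exchanged labels would make Axin2, a feedback target of the pathway that CHIR activates, lower on the array labelled LIF plus CHIR. Axin2 was higher there, with a log2 fold change of 1.91. Carry-over of feeder cells is also argued against, as the highest signal of 3 collagen genes on either array was 24.7. Thy1, from the fibroblast list that holds these collagen genes, was brighter. It had 225.3 in LIF plus CHIR and 222.3 in LIF, though not detected by p-value.

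A normalization that keeps the order of signals within an array cannot change a gene's percentile on that array. The percentiles of these 9 genes, chosen for large rises, rose by 13.8 to 35.8 points from LIF to LIF plus CHIR. For 95% of 9615 detected identifiers the absolute change was at most 4.19 points. The rises argue against such a normalization as the cause. They do not exclude noise, because all but Cdx1 were undetected in LIF, where percentiles can move far. Of list genes detected on neither array, Lox moved by 31.3 points, Eomes by 29.2, Klf8 by -27.4 and Klf17 by 0.06.

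What stays open is a difference between the cultures that has nothing to do with CHIR. With 1 array per condition, it cannot be told apart from an effect of CHIR. A normalization that changes the order of signals also stays open, because the authors' method is not stated. The sizes depend on the background correction as well. The planned normexp correction gave these genes log2 fold changes between 0.07 (BC018465) and 0.90 (Cdx1), with a fitted background spread (SD) of 585.8 on the LIF plus CHIR array against 15.4 when fitted on identifiers with 1 probe. That second fit, added after seeing the data, gave 3.90 for Krt23, 3.53 for T, 3.43 for Cdx1, 2.20 for Gad1, 1.70 for Rerg, 2.25 for Nt5e, 1.59 for BC018465, 1.77 for Dnahc8 and 1.89 for Bhmt2. T and Cdx1 are also members of the primitive streak list, so a response of such genes to CHIR is a hypothesis that these arrays cannot separate from culture differences.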

How the results depend on the processing

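The alternatives named as added were chosen after seeing the data. The others were set before the data were examined. Main values are the deposited signals at a detection p-value under 0.01 with a minimum signal. No paired analysis was possible because each condition has 1 array and no test was run.

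Under the main values, 395 genes were at least 1.5-fold higher and 387 at least 1.5-fold lower in LIF plus CHIR. Normexp background correction with quantile normalization gave 55 higher and 49 lower, of which 37 and 27 were also called under the main values. A detection p-value under 0.05 gave 682 higher and 684 lower. Detection on both arrays, which leaves out every gene detected on 1 array, gave 203 and 227. The limit of 2-fold gave 129 and 85. Among the added alternatives, plain ratios in the shorter table gave 680 and 684, detection by signal gave 275 and 311, and normexp correction fitted on identifiers with 1 probe gave 273 higher and 257 lower. Under quantile normalization, scaling to equal medians, no minimum signal and the other rules for genes with several identifiers, the higher count lay between 393 and 402 and the lower count between 384 and 392. The longer table as deposited gave exactly the main counts, since its values are those of the shorter table.

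The log2 fold change of Sp5 was 4.05 and fell to 0.75 under the planned normexp correction, still above 1.5-fold. The fitted background of that correction had an SD of 585.8 in LIF plus CHIR and 588.4 in LIF. Fitted on identifiers with 1 probe, an added alternative, the SD was 15.4 on each array and Sp5 had 3.68. With detection on both arrays Sp5 has no value, as it was not detected in LIF. Trh stayed between 1.19 and 1.27 under every alternative that was run.

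The list of Wnt/β-catenin feedback targets fell from the 99.91st percentile of random lists to 91.16 at a detection p-value under 0.05, 92.02 with detection on both arrays and 91.75 with plain ratios in the shorter table. The Sp and Klf family moved from 95.15 to 88.5 under the planned normexp correction and 94.92 without a minimum signal. It rose to 99.7 with detection on both arrays, which leaves out Sp5, and to 98.49 with detection by signal. The post-implantation epiblast list, added later, moved from 0.02 to 7.09 under the planned normexp correction. The lists of Tcf3-repressed genes, Stat3 targets, primitive streak genes and naive pluripotency genes stayed above the 95th percentile under each alternative run.

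The check between identifiers of one gene rests on a single gene among those called, AB112350 with a log2 fold change of 0.60 and its other identifier Napepld with 0.43, which moved the same way (100%). At a detection p-value under 0.05, and with plain ratios in the shorter table, 1 of 2 such genes did (50%), and under the planned normexp correction no such gene was left. Over all 18 pairs, 13 had the same sign, with a median difference of 0.12 on the log2 scale.

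Of 66 other genes (those named by the rule and the members of the gene lists with a fold change), none changed direction with a change of at least 1.5-fold. Under the planned normexp correction 26 fell under 1.5-fold, 2 rose above it and 4 others moved by over 1.5 times. Detection by signal took 3 of them under 1.5-fold (1200009O22Rik, D930049D19Rik and Gsc) and moved 13 others by over 1.5 times, such as Krt23 from 5.08 to 3.30 and T from 4.71 to 2.93. Normexp fitted on identifiers with 1 probe took 3 under 1.5-fold (Nes, Pim2 and Tcf7) and moved 12 others. A detection p-value under 0.05 moved 3, and no minimum signal and plain ratios in the shorter table moved 2 each. Quantile normalization and scaling to equal medians took none across. Genes at low signal are limited most: with a signal under 100 on both arrays, 20.7% passed 1.5-fold, against 2.20% where the brighter signal was 1000 or more. A filter on bead standard errors was not run, since the tables used here hold none.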

Differences from the paper's values

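The number of genes at least 1.5-fold higher in LIF plus CHIR was 395 here, and the paper gives about 68 in Fig. 1A, read by eye. Among the alternatives set before the data were examined, normexp background correction with quantile normalization gave 55 genes, within 1.5 times of the paper's number, and it kept Sp5 and Trh above 1.5-fold. The remaining ones did not come that close: 402 with quantile normalization, 395 with the longer table as deposited, 393 with scaling to equal medians, 682 at a detection p-value under 0.05, 203 with detection on both arrays, 395 without a minimum signal, 395 when identifiers were counted in place of genes, 394 with the mean over the identifiers of a gene, 394 with the brightest identifier of a gene, and 129 at a limit of 2-fold. The alternatives chosen after seeing the values gave 275 (detection by signal), 273 (normexp fitted on identifiers with 1 probe) and 680 (plain ratios in the shorter table). The 55 genes rest on a fitted background SD of 585.8 on the LIF plus CHIR array, against 15.4 when fitted on identifiers with 1 probe. Of the 55, 37 were also called under the main values. A number close to the paper's does not show that the authors used this correction. Fig. 1A names the arrayed cells as 46C ESCs, and the sample labels name B6 mESCs.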

Other observations

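The tests of random error near background, of culture differences, of epiblast genes, of collagen signals and of combined detection p-values were chosen after the results were seen. About as many genes were lower as higher by at least 1.5-fold (387 and 395). Of the identifiers whose brighter signal was under 100, 20.7% passed, falling to 2.20% from 1000 upward, the pattern that random error near background would give. In the simulations without any change, 223 to 275 genes passed as higher and 215 to 284 as lower, fewer than observed. The excess cannot be assigned to CHIR, since the simulated error was normally distributed. Error with longer tails would also give more calls. Bright calls stay open, because 39 genes with a signal of 1000 or more were higher and a difference between the cultures cannot be told apart from CHIR with 1 array each. The planned check with a second identifier could not decide on noise, since 1 higher gene had one. The planned check of the authors' normalization was void. Sp5 and Trh stayed at or above a log2 fold change of 1.19, but the table described as not normalized holds the same values.

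Gene lists were compared with random lists matched on signal, as a description of these arrays. The 8 detected of 18 Wnt/β-catenin feedback targets had a median log2 fold change of 0.45, at the 99.91st percentile, and 7 of them were higher. Axin2 rose by 1.91, Cdx1 rose by 3.68 and T rose by 4.71 against the minimum signal (2.93 with detection by signal), while Notum (0.02), Apcdd1 (0.07) and Ccnd1 (0.15) moved little, and Sp8 fell by 0.41. Apart from Cdx1 and T, these genes are named from that list, not by the rule for named genes. The median lies midway between Ccnd1 and Tcf7 (0.74). Tcf7 was not detected in LIF, so the size of this median also depends on an undetected signal. Cdx1 and T are also in the primitive streak list. The 7 detected primitive streak genes had a median of 1.98, at the 100th percentile, with Gsc at 2.08 and Cdx2 at 1.98, neither detected in LIF. With detection by signal these 2 genes had 0.29 and 0.85. Of the list's 14 genes, 2 are in another list. Nodal, from the same list, fell by 0.38. The median of 1.98 is the value of Cdx2, so its size depends on an undetected signal. Under the planned normexp correction Cdx1 had 0.90, T had 0.34, and Wnt8a and Evx1 had 0.07 each. Cdx2 had 0.06, Gsc had 0.04 and Nodal had -0.52. By percentile, though not by size, the hypothesis that CHIR raises the primitive streak list as a set held here and under each alternative run. For the Wnt/β-catenin list it held under the main values but not at a detection p-value under 0.05 (91.16), with detection on both arrays (92.02) or with plain ratios in the shorter table (91.75). Neither comparison excludes culture differences.

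For the 3 detected genes that the paper lists as Tcf3-repressed the median was 0.55, at the 99.99th percentile, from Tfcp2l1 (0.82), Nanog (0.55) and Esrrb (0.36). For the 6 detected Stat3 targets it was 0.25, at the 99.87th percentile, with 4 of 6 higher. Klf4 (0.58) and Tfcp2l1 (0.82) rose most, Pim3 fell by 0.22 and Gbx2 fell by 0.05. Both cultures held LIF, so a rise of Stat3 targets here is a rise on top of LIF. Tfcp2l1 is in both lists, and 2 of the 8 Stat3 genes are in another list. All 4 genes of the Tcf3-repressed list and 7 of the 14 naive pluripotency genes are in another list. Nanog, Esrrb and Tfcp2l1 are also naive pluripotency genes, and the median of each of these lists is the value of Nanog. The results for these 2 lists are therefore not separate. The 11 detected naive pluripotency genes had a median of 0.55 (100th percentile), led by Tbx3 (1.23) and Nr5a2 (1.01), with Fgf4 falling by 0.73. In the Sp and Klf family (12 detected, 95.15th percentile), Sp5 stood apart at 4.05 (3.96 with detection by signal), next to 0.83 for Klf2, and Klf7 fell by 0.66. The 37 genes the paper names had 23 detected, with a median of 0.32 at the 100th percentile, but Sp5 and Trh were chosen from these arrays.

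The 10 largest falls were Edn2, a gene similar to the Wilms tumor homolog (LOC100048295), Otx2, Gadd45g, Pou3f1, Meox1, Car4, Pdzk1, 1200009O22Rik and D930049D19Rik, with log2 fold changes from -3.35 to -2.20. Otx2, Gadd45g and Pou3f1 were detected on both arrays. The other falls are against undetected signals, and their values have no order among themselves. Of these, Edn2, 1200009O22Rik and D930049D19Rik lay below the minimum signal in LIF plus CHIR and were set against it. With detection by signal LOC100048295 had -2.51, Edn2 had -1.67, Car4 had -1.43 and Meox1 had -0.98. Pdzk1 had -0.87, 1200009O22Rik had -0.54 and D930049D19Rik had -0.53, so that Otx2 fell most of the 10. The planned normexp correction left the undetected falls between -0.21 (LOC100048295) and -0.05 (D930049D19Rik). It gave -0.84 for Otx2, -1.77 for Gadd45g and -2.40 for Pou3f1. Under the main values Otx2 fell by 2.98 and Pou3f1 fell by 2.49. A list of 12 post-implantation epiblast genes that leaves these out was then written. Its 6 detected genes had a median of -0.43, at the 0.02nd percentile, and 1 of the 6 was higher. A lowering of such genes by CHIR is a candidate explanation, with the limits of 1 array per condition, and the list moved to the 7.09th percentile under the planned normexp correction.

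The planned percentile of the fibroblast list could not be computed, since 0 of its 12 genes were detected. Collagen signals, looked at in its place after the data were seen, were at most 24.7 on either array, which argues against a different share of feeder cells. Thy1, from the same list, had combined detection p-values and nearly equal signals of 225.3 and 222.3.

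The paper reports that CHIR raised Sp5 in Tcf3-null cells without a change in other Tcf factors. In the arrayed cells, Tcf7 (Tcf1) had a log2 fold change of 0.74 with signals of 46.0 and 27.5, the second not detected (0.48 with normexp fitted on identifiers with 1 probe), while Lef1 and Tcf7l2 (Tcf4) were detected on neither array by p-value. Tcf7l2 had signals of 91.6 and 94.9. Tcf3 changed by -0.21. Ctnnb1 (-0.09), Gsk3b (0.01), Stat3 (0.16), Socs3 (0.18), Pou5f1 (-0.13), Zfp42 (0.08) and Dppa3 (-0.04) changed little. Lifr changed by -0.35, Pim1 by 0.32 and Nes by 0.69, the last not detected in LIF. Of the genes the paper names, Fgf5, Gata4, Gata6, Gsk3a, Il6st, Klf5, Mixl1, Myc, Nr0b1, Pramel7, Sox17 and Sp1 were also detected on neither array by p-value.

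Some bright genes are missing from the shorter table. On both arrays, 811 identifiers were at or above the signal limit of identifiers with 1 probe (47.1 in LIF plus CHIR and 51.9 in LIF) and had a detection p-value of at least 0.05. They include Eef1a1 with signals of 32147 and 33288, and Klf5 with 8295 and 7356 (detection p-values 0.486 and 0.272). Eef1a1 is named after its values were seen. A candidate explanation is that p-values were summed over the probes of a gene, so that a failed probe outweighs a bright one. These identifiers also entered the planned normexp fit, so they may have raised its fitted background SD. Of p-values between 0.1 and 0.5 off the steps of single probes, 82.7% in LIF plus CHIR and 84.1% in LIF matched a sum over 2 to 4 probes, and 0% did after a random shift. Of these 811 identifiers, 13 were at least 1.5-fold higher and 19 lower. Detection by signal, added after seeing the data, called 275 genes higher and 311 lower, of which 247 and 273 were also called under the main values.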
